A study of Mus musculus with 6 samples. Its data were reported in "METTL3-mediated m6A RNA methylation promotes the anti-tumour immunity of natural killer cells" (2021).

How the data were processed

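METTL3 is the catalytic subunit of the complex that places N6-methyladenosine (m6A) on messenger RNA. In RNA immunoprecipitation sequencing (RIP-seq), an antibody pulls a protein down from a cell lysate and the RNA that comes with it is sequenced. The libraries came from splenic natural killer (NK) cells of wild-type C57BL/6 mice. Per the methods of the study, NK cells had been expanded in vivo with a plasmid that expresses IL-15 and were then sorted. A minor part of each lysate was kept as input, and the rest was incubated with an anti-METTL3 antibody. Stranded libraries were sequenced with paired-end reads. Samples were grouped by their titles into 3 METTL3-RIP libraries and 3 input libraries. No mock immunoprecipitation was analysed here.

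The authors mapped reads to the mouse genome GRCm38 with STAR at default parameters. The counter, the annotation, the software behind the gene values and the use of strand in counting are not stated. The authors deposited a single gene table with a value per gene and library, a log2 fold change of METTL3-RIP against input and an unadjusted p-value, and 6 of its columns hold per-library values. The unit of the per-library values is not stated, and it was inferred from the values as RPKM (reads of a gene divided by its exon length in kilobases and by the library total in megareads), computed by the authors. With the exon-union length of each gene in GENCODE M21, the deposited RPKM values of a library were whole multiples of 1 step for 82.8% to 84.4% of the values above 0. The step implied a library total that lay within 2.8e-04 of a whole number in every library. Of 2557 genes with a symbol in GENCODE M21, 2147 (84.0%) gave whole reads in all 6 libraries. For the other 505 genes of the table, the shortest length that gave whole reads in all libraries was taken. Where it gave few reads and GENCODE M21 held 1 longer entry, its multiple nearest the M21 length was used instead. Read numbers of these 505 genes are therefore less certain. Whether a read or a read pair was counted is not stated. The totals were 9401509, 9613292 and 11809744 reads for METTL3-RIP replicates 1, 2 and 3, and 15227208, 15992386 and 14710607 reads for input replicates 1, 2 and 3.

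The authors' deposited table holds 2652 genes, with log2 fold changes from 1.00 to 8.91 and p-values up to 0.0499. It therefore lists genes chosen for being higher in METTL3-RIP. Genes outside that choice were not analysed here, the direction of the difference is fixed by the choice, and adjusted p-values over the listed genes do not describe the transcriptome. The test behind the deposited log2 fold change and p-value is not stated. In 1 gene the name had been turned into a calendar date, and that gene was kept under the name as given.

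The design fixed before the data were examined named limma for normalized values and a count model for counts. As the table holds RPKM, limma was used. Values were transformed to log2(RPKM + 1) with the deposited scaling and no filter. METTL3-RIP and input libraries were compared with lmFit and eBayes with a trend in the prior variance, two-sided, with Benjamini-Hochberg adjustment over all 2652 genes and a threshold of 0.05. A log2 fold change is on the log2(RPKM + 1) scale unless stated otherwise, and this scale understates the change of genes with low values. With 3 libraries against 3, an exact permutation test of a single value cannot give a two-sided p below 0.1, so no such test was used for single genes. Input and METTL3-RIP libraries carry the same replicate numbers in their titles. The methods describe input and immunoprecipitate as parts of a lysate, and from this the same numbers were taken as pairs. A fit with the replicate number as a block was made as well.

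The text names Ptpn11 and Mettl3 in all cases, members of gene lists fixed before the data were examined, and the 5 genes with the largest rise and the 5 with the largest fall among genes past the threshold that had a mean level at or above the median of the table (1.62 RPKM) and changed the same way in all 3 pairs. No gene fell, so 5 genes were named by this rule. Further genes named for their values are marked as chosen after these were seen. The lists were the IL-15 receptor pathway genes of the study, the genes the study drew as shared by its m6A, METTL3 and proteome sets, NK cell effector and surface molecules measured by the study, and writers, readers and erasers of m6A. The median of a list was placed among 10000 random lists of the same size, matched on mean level in 20 bins.

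Coordinates, biotypes, lengths and overlaps are from GENCODE M21 on GRCm38. The share of repeated sequence in a gene is the percentage of its exonic 31-mers found elsewhere in that genome. Near-identical copies and overlapping genes can share reads, and the named genes with the largest shares are given as uncertain. For comparison with the deposited fold change, the log2 ratio of the group means of RPKM was computed without a pseudocount in genes with at least 50 input reads summed over the 3 libraries.

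Alternatives fixed before the data were examined were a pseudocount of 0.1 or 5, only genes with a mean RPKM of at least 1, centring each library on its median, quantile normalization, the replicate block, leaving out each library in turn, limma without the trend, a limit of 1 on the log2 fold change, an adjusted p-value under 0.01, the input level in place of the mean level, and Pearson's correlation. Added after the data were seen were limma voom on the recovered reads with the library totals, the same with totals rescaled to the deposited fold changes, and log2 values rescaled in the same way. DESeq2 was not run, because the table holds RPKM. Both limma fits were tested on simulated data for all 2652 genes with 200 genes changed 4-fold at a dispersion of 0.02. The fit on log2(RPKM + 1) recovered 100% of the 200 genes with 10 false calls (4.76% of calls), and voom recovered 100% with 8 false calls (3.85% of calls). Every simulated library was set at the mean level of the METTL3-RIP libraries. The simulation therefore does not show how the fits perform at levels as low as those of input. R 4.3.3, limma 3.58.1, Python 3.11.15 and SciPy 1.17.1 were used. PCR duplicates were not marked by molecular identifiers in the data at hand, so the floor of 3 reads covers the counting error of independent reads only.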

Results

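To identify transcripts bound by METTL3 in NK cells, RNA recovered with an anti-METTL3 antibody (METTL3-RIP) was compared with input RNA. There were 3 libraries of each kind, all from splenic NK cells of wild-type mice. Library totals recovered from the RPKM values ranged from 9401509 to 11809744 reads in METTL3-RIP and from 14710607 to 15992386 reads in input. Listed genes, 2652 in number, held 14.4% ± 1.10 (SD, n = 3) of the reads of METTL3-RIP libraries and 0.952% ± 0.123 (SD, n = 3) of the reads of input libraries. The median RPKM over listed genes was 3.02 ± 0.244 (SD, n = 3) in METTL3-RIP and 0.187 ± 0.0201 (SD, n = 3) in input. Input libraries were thus thin on these genes, with a median of 14, 14 and 10 reads per gene in replicates 1, 2 and 3, against 114, 123 and 125.5 reads in METTL3-RIP. A total of 408, 378 and 434 genes had 0 reads in input replicates 1, 2 and 3, and 165 genes had 0 reads in all 3. METTL3-RIP replicate 1 had 0 reads in 3 genes (Cpeb3, Gm25500 and Mir7650), replicate 2 in 2 genes (Gm43051 and Ypel4) and replicate 3 in none, and these names were chosen after their values were seen. For genes at 0, a level under 3 reads was not detectable at this depth.

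Replicates were first compared with each other. Across genes, which are not independent replicates, Pearson's r of log2(RPKM + 1) ranged from 0.980 to 0.982 between METTL3-RIP replicates, from 0.928 to 0.943 between input replicates and from 0.845 to 0.870 between the groups. Under a pseudocount of 0.1, which moved it most, mean r between input replicates was 0.899 against 0.937. The median coefficient of variation of RPKM was 15.5% in METTL3-RIP and 33.3% in input. A chi-square statistic of recovered reads per degree of freedom was between 4.13 and 5.45 for pairs of METTL3-RIP replicates and between 2.64 and 3.21 for pairs of input replicates. No pair thus agreed within the counting noise of independent reads. Amplification can also raise this statistic, and so can counting both reads of a pair, which was not ruled out. Each replicate was counted as a library, as its label gives it. Deviations from the group means correlated with r of -0.019, -0.019 and 0.078 for replicate numbers 1, 2 and 3, with a mean of 0.013. For libraries with different numbers the mean was -0.0066. Deviations cancel within each group, which nearly fixes this mean from the former, so it is no separate comparison.

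Of the 2652 genes, 2650 had an adjusted p-value under 0.05 (limma), and all 2650 were higher in METTL3-RIP. With the replicate number as a block the count was 2643. The median log2 fold change was 1.72, and the medians of the 3 same-numbered pairs were 1.73, 1.78 and 1.66 (SD 0.063). A log2 fold change of at least 1 as well was met by 1990 genes. This number depended on the scale, with 832 genes at a pseudocount of 5 and 2642 at 0.1. It was 394 for log2 values rescaled to the deposited fold changes and 2652 for voom with library totals. All METTL3-RIP values exceeded all input values in 2647 genes, where chance gives 10% of genes for 3 libraries against 3 in either direction. Because the table lists genes chosen for a higher level in METTL3-RIP, these counts describe the list and not the transcriptome. Quantile normalization moved the count most, to 322 genes. The split of directions was set by the scaling, since centring balances it and quantile normalization forces equal distributions on genes chosen to be higher, so neither bears on direction. After centring each library on its median, 1044 genes were higher and 1119 lower, and after quantile normalization 170 were higher and 152 lower, against 2650 and 0. The median log2 fold change moved from 1.72 to -0.036 and -0.11 in these settings. The genes not past the threshold were Ank2 and Cpeb3, chosen for mention after their values were seen. Ank2 had an adjusted p = 0.30 and Cpeb3 an adjusted p = 0.067 (limma). Both had 0 reads in all input libraries, and at most 14 and 12 reads in a METTL3-RIP library.

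The per-library values and the deposited fold changes were on different scales. In 1214 genes with at least 50 input reads, the log2 ratio of mean RPKM exceeded the log2 fold change in the authors' deposited table by a median of 2.20, or 4.61-fold. This gap ranged from 2.17 to 2.24 over these genes. Across 2487 genes with a ratio, mean RPKM was at least 9.14-fold higher in METTL3-RIP than in input, with a median of 14.4-fold. In the authors' deposited table the median log2 fold change of all listed genes was 1.69, and 898 genes had a log2 fold change of at least 2. On the scale of the deposited fold changes, limma voom on recovered reads gave 2590 genes with an adjusted p-value under 0.05 and a median log2 fold change of 1.69.

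**Figure D1:**
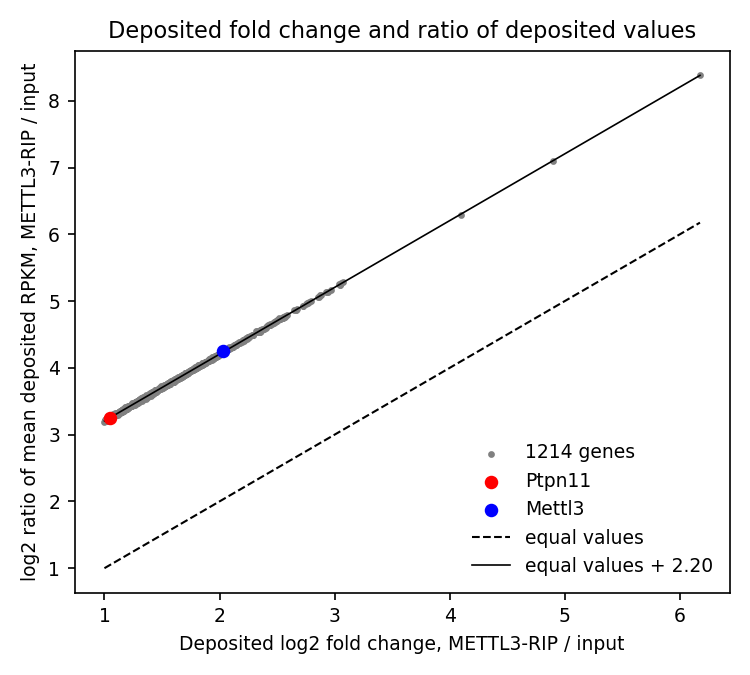
Each point is 1 of 1214 genes with at least 50 input reads, with the log2 fold change of the authors' deposited table on the x axis and the log2 ratio of mean RPKM, METTL3-RIP over input, on the y axis; Ptpn11 is red and Mettl3 blue. The points follow the solid line, which lies 2.20 above the dashed line of equal values.

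Ptpn11, which encodes the phosphatase SHP-2, was the gene the study followed as a METTL3 target in IL-15 signalling. It lies on chromosome 5 from 121130533 to 121191397 on the minus strand (GRCm38), is protein-coding, has an exon union of 7492 nt in 15 blocks, and shares no exon base with another annotated gene. Its RPKM was 13.7, 14.1 and 12.5 in METTL3-RIP and 1.67, 1.51 and 1.05 in input replicates 1, 2 and 3. These values rest on 968, 1012 and 1110 reads and on 191, 181 and 116 reads. Mean RPKM was 13.4 ± 0.795 (SD, n = 3) in METTL3-RIP and 1.41 ± 0.322 (SD, n = 3) in input, a ratio of 9.52. The log2 fold change was 2.59 (SE 0.13, adjusted p = 2.5e-07, limma) without the replicate block and 2.59 (SE 0.09, adjusted p = 2.7e-06, limma) with it. The same-number correlation of 0.013 given for all genes bears on this pairing. Ptpn11 was lower in METTL3-RIP after quantile normalization, with a log2 fold change of -0.41, and higher by 0.83 after median centring. In the authors' deposited table the log2 fold change of Ptpn11 was 1.05, rank 2535 of 2652 genes. On that scale the 3 same-numbered pairs gave log2 ratios of 0.83, 1.01 and 1.37, so that replicate 1 lay under the limit of 1 that all listed genes pass. For METTL3-RIP the methods of the study describe peak calling, which the gene values here do not cover. For Ptpn11 the study also drew on m6A sequencing, proteome data, immunoblots and an SHP-2 inhibitor.

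The transcript of the immunoprecipitated protein was also listed. Mettl3 lies on chromosome 14 from 52294841 to 52305128 on the minus strand, and 18.4% of its exon union of 5076 nt overlaps an exon of 1 gene on the other strand. Since use of strand in counting is not stated, its level is uncertain to that extent. RPKM was 12.9, 9.79 and 5.82 in METTL3-RIP replicates 1, 2 and 3 (mean 9.52 ± 3.57, SD, n = 3) and 0.475, 0.500 and 0.518 in input (mean 0.498 ± 0.0214, SD, n = 3). The log2 fold change was 2.75 (SE 0.23, adjusted p = 6.0e-06, limma), and with the replicate block the adjusted p = 3.6e-05 (limma). After quantile normalization the log2 fold change of Mettl3 was 0.21 and no longer past the threshold. Mettl3 had a log2 fold change of 2.03 in the authors' deposited table, rank 874. Its METTL3-RIP values spread more widely than those of Ptpn11, with coefficients of variation of 37.5% and 5.92%.

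Among genes with a mean level at or above the median of the table, the 5 largest rises were in Gm26917, Gm10800, Gm21738, Gm10801 and Gm24452. Gm26917, a lincRNA of 1 exon on chromosome 17 from 39843013 to 39846341, plus strand, had a mean RPKM of 1531 ± 111 (SD, n = 3) in METTL3-RIP and 4.60 ± 0.387 (SD, n = 3) in input. Its log2 fold change was 8.10 (SE 0.18, adjusted p = 1.0e-07, limma). In RefSeq on the same build, the ribosomal RNA pseudogene Rn18s-rs5 starts after a gap of 12 bases at 39846354. Gm10800, annotated as protein-coding on chromosome 2 from 98666547 to 98667301, minus strand, had a mean RPKM of 806 ± 52.5 against 5.90 ± 1.38 (SD, n = 3 each) and a log2 fold change of 6.89 (SE 0.20, adjusted p = 1.4e-07, limma). Gm10801, also protein-coding, lies on chromosome 2 from 98662237 to 98664083, plus strand. Its mean RPKM was 125 ± 9.34 against 1.12 ± 0.839 (SD, n = 3 each), with a log2 fold change of 5.95 (SE 0.25, adjusted p = 1.6e-07, limma). Gm21738, protein-coding on chromosome 14 from 19415857 to 19418930, minus strand, had a mean RPKM of 81.6 ± 11.4 (SD, n = 3) in METTL3-RIP and 2, 0 and 2 reads in input replicates 1, 2 and 3. With each input library set at the floor of 3 reads, its ratio of mean RPKM was 283. This holds on the RPKM scale only. In the authors' deposited table, on a lower scale, its log2 fold change was 7.05. Gm24452, a snoRNA of 72 nt on chromosome 19 from 8724531 to 8724602, plus strand, had a mean RPKM of 90.0 ± 11.9 (SD, n = 3) in METTL3-RIP and 4, 0 and 0 reads in input. Its log2 fold change was 5.76 (SE 0.55, adjusted p = 1.3e-05, limma), and after quantile normalization it was 3.13 and not past the threshold. With each library left out in turn, the log2 fold change of Gm24452 was 5.39 to 6.50. It was highest without input replicate 1, which held all its input reads. With the replicate block, adjusted p-values (limma) of these 5 genes were 2.5e-06 for Gm26917, Gm10800 and Gm21738, 2.8e-06 for Gm10801 and 5.7e-05 for Gm24452. Levels of 4 of these genes are uncertain by their share of repeated sequence or by overlap. That share counts copies within the assembled genome only, so a low share does not make the level of Gm26917 certain. Repeated 31-mers made up 75.2% of Gm10800, 61.8% of Gm21738 and 47.7% of Gm10801, against 1.82% of Gm26917, and all bases of Gm24452 lie in an exon of 1 other gene on the same strand.

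**Figure D2:**
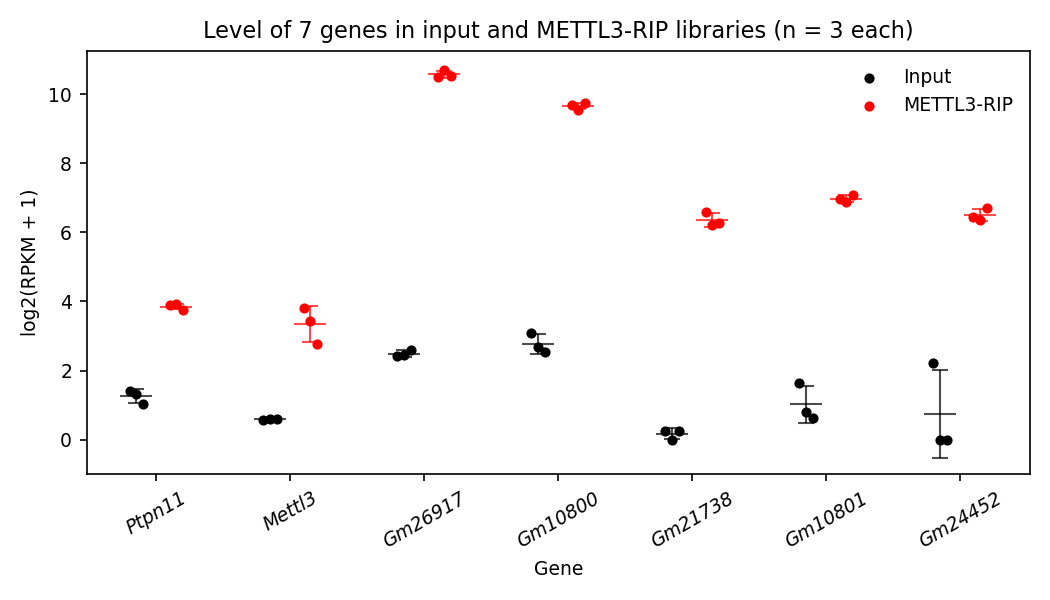
The y axis gives log2(RPKM + 1) for Ptpn11, Mettl3 and the 5 genes with the largest rises; each point is a library (black, input; red, METTL3-RIP; n = 3 each), and horizontal bars with whiskers give the mean ± SD. In all 7 genes every METTL3-RIP point lies above every input point, and the METTL3-RIP points of Mettl3 are spread more widely than those of Ptpn11.

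Gene lists were then examined for transcripts of the IL-15 response. Of 49 IL-15 receptor pathway genes, 12 (24.5%) were listed: Cbl, Cflar, Crkl, Irs2, Jak3, Mtor, Pik3ca, Pik3cg, Ptpn11, Stat3, Stat5a and Syk. All 12 were past the threshold when adjusted over all genes and over the list alone, and 12 were with the replicate block. Their log2 fold changes ranged from 1.40 for Stat5a to 3.27 for Syk, with a median of 2.18. That median lay at percentile 10.8 of random lists matched on level. In the authors' deposited table their log2 fold changes ranged from 1.04 for Jak3 to 2.41 for Mtor with a median of 1.35, at percentile 12.4. Levels of Stat5a, Cflar and Cbl are uncertain, as repeated 31-mers made up 22.6%, 21.8% and 21.4% of their exons, and 7.55% of the exon bases of Jak3 lie in an exon of another gene on the same strand. After median centring, 10 of the 12 were higher and 2 (Pik3ca and Stat5a) lower, and after quantile normalization 4 were higher and 8 lower.

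All 23 genes that the study drew as shared by its m6A, METTL3 and proteome sets were listed. The list depends on these data, so its presence in the table shows no stability. All 23 were past the threshold when adjusted over all genes, over the list alone and with the replicate block. Log2 fold changes had a median of 2.495 at percentile 10.5 and ranged from 1.26 for Rttn to 3.66 for Cic. The pseudocount shaped this order, since Rttn had the largest log2 fold change of the 23 genes in the authors' deposited table, 2.60. There the smallest was 1.01 for Mtr and the median 1.41, at percentile 15.3. Rbm4b is uncertain, with 30.8% of its exon bases in an exon on the other strand. Median centring left 21 higher and 2 (Rbm4b and Rttn) lower, and quantile normalization 10 higher and 13 lower. Ptpn11 was among 3 of the 23 genes, with Mtr and Rbbp6, within 0.1 of a log2 fold change of 1 in the authors' deposited table, a range that held 229 (8.63%) of all listed genes.

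None of 24 NK cell effector and surface molecules, such as Gzmb, Ifng and Prf1, was among the genes analysed here. Genes outside the list have no values, so their recovery with METTL3 was not tested. Of 18 writers, readers and erasers of m6A, 4 were listed, namely Mettl3, Rbm15b, Fto and Igf2bp3. All 4 were past the threshold when adjusted over all genes, over the list alone and with the replicate block. Their median log2 fold change was 1.87, at percentile 40.7. Median centring left 2 of the 4 higher and 2 (Fto and Igf2bp3) lower, and quantile normalization 1 (Mettl3) higher and 3 lower. Igf2bp3 had a log2 fold change of 0.29 (adjusted p = 5.9e-04, limma), the smallest of the 4, at a mean RPKM of 0.235 in METTL3-RIP, where the pseudocount outweighs the values. It is uncertain, with 18.7% of its exon bases in an exon on the other strand. In the authors' deposited table its log2 fold change, 2.20, was the largest of the 4.

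The relation of the change to the level of a transcript depended on the scale. Across 2652 genes, which are not independent replicates, the log2 fold change rose with the mean log2(RPKM + 1) over all libraries (Spearman's rho 0.981, Pearson's r 0.906). Within the same-numbered pairs rho was 0.966, 0.970 and 0.973. The mean level includes the METTL3-RIP values, which also enter the change, so a high rho is in part built in. Against input level alone, rho was 0.858. For voom on recovered reads, rho with mean level was -0.27, the alternative that moved it most. Deposited log2 fold changes gave rho of -0.29 with mean level, -0.53 with input level and -0.25 with exon length over the genes of the authors' deposited table. No p-values were computed for these relations.

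Protein-coding genes made up 1905 (71.8%) of listed genes, followed by 237 loci of the provisional annotation class TEC, 149 antisense genes and 50 lincRNAs, and 97 names had no unambiguous entry in GENCODE M21. The exon union of listed protein-coding genes had a median of 6850 nt, against 3488 nt for all 22028 protein-coding genes. From the shortest to the longest of 5 equal length classes of protein-coding genes, 1.09%, 1.79%, 5.04%, 11.9% and 23.4% were listed. Short genes weighed heavily on RPKM and little on reads. The 63 listed genes under 200 nt held 16.4% of the sum of mean METTL3-RIP RPKM and 0.289% of METTL3-RIP reads on listed genes. By reads, the 5 largest genes in METTL3-RIP were Myh9 (5.73%), Gm26917 (3.55%), Ahnak (3.48%), Plec (1.68%) and Macf1 (1.51%), which together held 15.95% of reads on listed genes. Apart from Gm26917, these names were chosen after their values were seen.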

Values the study reported

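The study reported 23 genes that were targets of both m6A and METTL3 and whose proteins changed in abundance when NK cells lacked METTL3. By mass spectrometry it reported 256 proteins that were lower and 262 proteins that were higher without METTL3, at a change above 2-fold.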

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

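A total of 20 results gave 282 values under alternative settings, of which 227 kept their direction and side of the threshold, or moved by less than the spread between replicates, or for counts stayed within the ratio set for them. Another 52 moved, and of the results with a test 2 fell short of the threshold and 1 reversed. Of the moved values, 22 are medians of lists. Among single genes, Mettl3 and Gm24452 fell short and Ptpn11 reversed, all under quantile normalization. Some moved values without a test also changed sign, namely the median log2 fold change under centring and quantile normalization, list medians under quantile normalization and the relation of change to level in the voom fits. Counts took no account of direction. Under median centring they stayed within their ratio, although 1119 genes past the threshold were lower. Among these were 1 IL-15 receptor pathway gene, 2 genes shared by the m6A, METTL3 and proteome sets and 2 m6A genes. Settings with limma voom and with values rescaled to the deposited fold changes were chosen after seeing the data. DESeq2 was not run, because the table holds RPKM. For NK effector genes, with none listed, no alternative gave a value, and replicate agreement was recomputed only for the pseudocounts and the filter.

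Quantile normalization changed most results. It gave 322 genes past the threshold against 2650, a share of genes higher in METTL3-RIP of 35.4% against 100%, and a median log2 fold change of -0.11 against 1.72. Ptpn11 reversed to -0.41 (adjusted p = 0.032, limma; range over all alternatives 5.3e-11 to 0.032) and Mettl3 fell to 0.21 (adjusted p = 0.39, limma; range 1.7e-08 to 0.39). The snoRNA Gm24452 was no longer past the threshold, at 3.13 (adjusted p = 0.070, limma; range 6.0e-08 to 0.070). Past the threshold in either direction were 2 of 12 IL-15 receptor pathway genes, 3 of 23 genes shared by the m6A, METTL3 and proteome sets and 0 of 4 m6A genes. Medians of these 3 lists turned negative, at -0.21, -0.17 and -0.18. The relation of change to level fell to rho 0.075 from 0.981. This setting forces equal distributions on a table of genes chosen to be higher in METTL3-RIP, which takes away the shift common to them. Median centring removes the same common shift: the share of genes higher was 49.1% and the median log2 fold change -0.036, and 2163 genes passed, in both directions. Ptpn11 and Mettl3 kept their direction there, at 0.83 and 0.99, relative to that shift. For Ptpn11 this depended on the scale. In voom with library totals its log2 fold change was 3.27, below the median of 3.90 over all genes. That of Mettl3 was 4.15 in the same fit. The deposited log2 fold change of Ptpn11, 1.05, was also below the median of all listed genes, 1.69.

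The size of the change depended on the pseudocount and scale. The median log2 fold change was 3.23 with a pseudocount of 0.1, 0.62 with 5, 2.27 in genes with a mean RPKM of at least 1, 3.90 for voom with library totals and 0.45 for log2 values rescaled to the deposited fold changes. In those settings every gene tested was higher. The filter left 1671 genes, all past the threshold, so it lowered the count by removing genes. The Spearman correlation of change and level was 0.685 with a pseudocount of 0.1, 0.997 with 5, 0.933 with the filter, 0.946 for rescaled log2 values, -0.270 for both voom fits and 0.858 against input level alone, and Pearson's r was 0.906. A pseudocount shrinks the change of genes with low values, and the voom fits, which add none to RPKM, gave the opposite sign. Mean r between METTL3-RIP replicates (0.981) was 0.971 with a pseudocount of 0.1, 0.985 with 5 and 0.971 with the filter. Between input replicates (0.937) it was 0.899, 0.947 and 0.921. Except where a value shows the cause, the cause was not tested.

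Across the 6 fits that each left out a library, 2629 to 2644 genes passed the threshold, and the median log2 fold change was 1.70 to 1.77. Log2 fold changes were 2.48 to 2.67 for Ptpn11 and 2.52 to 3.03 for Mettl3, the counts of the 3 lists with listed genes did not change, and rho of change and level was 0.977 to 0.982. With the replicate block 2643 genes passed, and with limma without the trend 2632. The same-number correlation of deviations was 0.013 on average.

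There are 10 ways to split the 6 libraries into 3 and 3. The real split gave 2650 genes, and the 9 others gave 0 genes, with 0 to 3 genes at an unadjusted p under 0.05. Only 4 splits part all 3 same-numbered pairs, and 1 of these 4, the real one, gave as many genes. The others mix METTL3-RIP with input in each group. The genes were listed for being higher in METTL3-RIP, which fixes this outcome in advance, and a share under 0.05 cannot be reached with so few splits, so the comparison of splits does not bear on chance in either direction.

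Depth limits the input side. With a median of 10 to 14 reads per listed gene in input, and 165 genes at 0 in all input libraries, fold changes of low genes rest on few input reads or none. For genes at 0 in input, the fitted and deposited fold changes are point values and not lower bounds. A ratio at the floor of 3 reads was computed only for Gm21738, on the RPKM scale.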

Other observations

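The test of the spread of the scale gap and the test of exon length against fold change in genes with enough reads were chosen only after the result was seen. The other tests were fixed before the value they measure was seen.

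The gap between the ratio of RPKM and the fold change in the authors' deposited table looks like a library scaling. If it were, the gap would be the same for all genes. Its standard deviation over 1214 genes was 0.0079 on the log2 scale, while the deposited log2 fold changes of these genes varied with a standard deviation of 0.461. A candidate explanation is a composition factor of 4.61-fold between the groups in the authors' comparison, as count models apply where a few genes take up many reads. The smallest log2 ratio of mean RPKM among genes with a ratio was 3.19, so genes with a smaller rise in RPKM were not among those analysed here. The RPKM ratio of Ptpn11, 9.52, is close to the smallest in the table, 9.14. No biological explanation of the gap was tested.

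Selection also bears on the number of listed genes that pass a correction for multiple tests. The p-values in the authors' deposited table are unadjusted. If 55536 genes had been tested, at least 1893 listed genes (71.4%) would pass a Benjamini-Hochberg threshold of 0.05, and if 22028 had been tested, at least 2119 (79.9%) would. Of 1997 genes with reads in all libraries, 1175 (58.8%) had a log2 ratio above 1 in all 3 same-numbered pairs on the deposited scale, and 17 of the 23 genes shared by the m6A, METTL3 and proteome sets did. Ptpn11 did not, as its pairs gave 0.83, 1.01 and 1.37.

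The IL-15 receptor pathway was listed more often than the NK effector molecules. After removal of 4 genes in both lists, 12 of 45 and 0 of 20 were listed (Fisher's exact test, two-sided p = 0.0124). Gene length may account for this, because the median exon unions of these 45 and 20 genes were 5663 and 2536 nt. When list labels were permuted within length classes, the two-sided permutation p = 0.152. With only 3 effector genes in the longest class and 5 in the middle class, and none listed, a p under 0.05 was out of reach, so the difference in listing cannot be told apart from gene length. Within the IL-15 receptor pathway, listed genes were longer than unlisted ones, with medians of 8757 nt in 12 genes and 4287 nt in 37 genes (permutation test, two-sided p = 0.00020). A shorter gene has fewer reads and so less chance of a small p-value. If that were the whole relation, exon length and the fold change in the authors' deposited table would be unrelated in 841 genes with at least 100 input reads. Spearman's rho was 0.271 across these genes and -0.25 across all 2652 genes. As both sets hold only listed genes, this does not show whether few reads kept short genes off the list, and the difference in length cannot be told apart from that explanation.

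The largest rises among abundant genes may come from reads shared with repeats or near-identical copies. The 95th percentile of repeated 31-mers in 1277 listed genes at or above the median level was 21.8%, and 3 of the 5 named genes were above it (Gm10800, Gm21738 and Gm10801). Over the whole list, 60 genes with at least 50% repeated 31-mers had a median log2 fold change of 3.09 in the authors' deposited table, against 1.67 in 2495 other genes. Across all 2555 genes with a value, the repeated share and the fold change in the authors' deposited table had a Spearman's rho of 0.036 and a Pearson's r of 0.191. With the log2 fold change on the log2(RPKM + 1) scale, rho was -0.108. The difference thus depends on the measure and was seen at the high end of the repeated share. Gm26917 and Gm24452 were not above that percentile. Gm26917 ends 12 bases before Rn18s-rs5, an annotated ribosomal RNA pseudogene that is itself not among the listed genes. Whether its reads come from precursor ribosomal RNA was not tested. Gm24452 lies in an exon of another gene, and its reads cannot be assigned to the snoRNA by these data.

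The fold change of non-coding loci varied with their position relative to other genes. On the log2 scale of the authors' deposited table, 302 loci inside an intron of another gene on the same strand had a mean fold change of 3.20, against 2.70 in 261 loci outside any gene on that strand (permutation test, two-sided p = 0.00036). Unspliced precursor RNA in METTL3-RIP may give such a difference. If genomic DNA or counting without regard to strand were the source, loci inside a gene on the other strand would be as high. Those 229 loci had a mean of 2.63, lower than the intronic loci (permutation test, two-sided p = 6.0e-05). If the number of reads per locus were the source, the difference would vanish within classes of total reads. It was 0.31 within 5 such classes, against 0.50 over all loci (permutation test, two-sided p = 0.0157), but total reads include METTL3-RIP reads, which rise with the fold change itself, so this test cannot show how far read number accounts for it. However, the 261 loci outside a gene on their strand include these 229, and the other 32, over no gene on either strand, had a mean of 3.15, close to that of the intronic loci. No difference that involves these 32 loci alone was tested, and neither precursor RNA nor genomic DNA can be told apart from other sources by these tests.

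Mettl3 itself varied between METTL3-RIP replicates, falling from 12.9 to 9.79 and 5.82 RPKM while its input values differed little. Counting error would give a coefficient of variation of 4.60% if reads were independent, and a larger one if both reads of a pair were counted. The observed one was 37.5%, or 8.14 times as large. A spread shared by all genes would place Mettl3 among the others. Among 1145 listed genes with at least 500 METTL3-RIP reads, which had a median of 10.2%, it lay at percentile 99.7, with 3 genes higher (Gm24339, Gm25835 and Pnpla7, named after their values were seen). Spread beyond counting error was common, since only 433 (37.8%) of those 1145 genes had an SD under 2 times counting error, so the percentile is the closer comparison. Reads from the gene on the other strand that overlaps 18.4% of its exons were not tested as a source, and neither was any biological explanation, so the pattern remains open.

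Over all listed genes the fold change in the authors' deposited table fell with the number of reads (Spearman's rho -0.44 across genes), as selection by p-value may produce, since a gene with few reads needs a larger change to be listed. Among 841 genes with at least 100 input reads rho was 0.344. The total includes METTL3-RIP reads, which rise with the fold change itself, so this test cannot separate selection from other causes.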
